# Profiling microRNA expression in murine bone healing and non-union formation: Role of miR-140 during the early stage of bone healing

**DOI:** 10.1371/journal.pone.0218395

**Published:** 2019-07-19

**Authors:** Marcel Orth, Claudia Scheuer, Christina Backes, Andreas Keller, Mika F. Rollmann, Benedikt J. Braun, Nicole Ludwig, Eckart Meese, Tim Pohlemann, Matthias W. Laschke, Michael D. Menger, Tina Histing

## Abstract

Although cellular and molecular mechanisms during the course of bone healing have been thoroughly investigated, the regulation of gene expression by microRNA during bone regeneration is still poorly understood. We hypothesized that nonunion formation is associated with different microRNA expression patterns and that target proteins of these microRNAs are differently expressed in callus tissue of nonunions compared to physiologically healing bones. In a well-established femoral osteotomy model in *CD-1* mice osteotomies were induced which result either in healing or in nonunion formation. MicroRNA and target protein expression was evaluated by microarray, quantitative real-time polymerase chain reaction (qrt-PCR) and Western blot. Microarray analyses demonstrated 44 microRNAs to be relevant for nonunion formation compared to physiological bone healing. In nonunions qrt-PCR could validate a higher expression of microRNA-140-3p and microRNA-140-5p. This was associated with a reduced expression of Dnpep and stromal cell-derived factor (SDF)-1α, which are both known to be target proteins of microRNA-140 and also to be involved in the process of bone healing. These data suggest that an increased expression of microRNA-140-3p and microRNA-140-5p markedly contributes to the development of nonunions, most probably by affecting bone morphogenetic protein (BMP)-2 function during the early stage of healing due to a reduced SDF-1α expression.

## 1. Introduction

Approximately 5–10% of all fractures show delayed bone healing or nonunion formation [1]. Bone healing is a highly complex and well-orchestrated process, which involves numerous regulating factors. It is dependent on the interaction of bone marrow-derived hematopoietic and immune cells with endothelial and skeletal progenitor cells from the blood stream and the surrounding tissues [2]. By means of in vivo and in vitro experiments, considerable efforts have been made to understand the cellular and molecular mechanisms, which contribute to the process of bone healing [2,3]. Accordingly, the knowledge on distinct cellular and biochemical pathways during bone healing has markedly increased during the last two decades. In contrast, the regulation of gene expression during bone regeneration is still poorly understood.

The recent discovery of microRNA (miR) revealed a novel form of regulating gene expression. MiRs are small non-coding ribonucleic acid (RNA) molecules that are believed to regulate one third of the genes in the genome [4]. MiRs have been linked to many diseases and are currently pursued as clinical diagnostic and therapeutic targets [4]. In short, miR therapies have the advantages to circumvent secondary surgery and provide an ‘off-the-shelf’ availability, making them promising treatment strategies also for bone repair.

The regulating effect of miRs is mediated by specific binding of messenger RNA (mRNA), thereby causing its degradation with subsequent inhibition of protein expression [5]. However, the effect of miRs is not only a simple ‘on-off’ mechanism, but rather causes a decrease of mRNA expression [5]. Besides, miR interactions can also increase the expression of proteins as demonstrated for miR-373 that promotes the expression of E-cadherin by enhanced promoter occupancy due to RNA polymerase II [6]. Moreover, it has been reported that miRs are tissue-specific such as e.g. miR-122 for the liver [7]. Accordingly, the effects of miRs are highly complex and significantly contribute to the proteome of cells, and, by these means, to the function of individual organs.

Several miRs are thought to be involved in the process of bone healing. Inhibition of miR-92a has been reported to enhance fracture healing by promoting angiogenesis [8]. Other miRs such as e.g. miR-20a, miR-29b, miR-2861, miR-138, miR-26a, and miR-21 have been shown to mediate regulatory effects for osteoblastic differentiation [9].

Based upon these previous findings and the regulatory role of miRs, we hypothesize that (i) nonunion formation exerts a different miR expression profile compared to physiological bone healing and that (ii) target proteins of differently expressed miRs show a different expression within the callus tissue of nonunions compared to physiologically healing bones. To test these hypotheses, we induced bone healing and nonunion formation in femurs of mice and studied the expression of miRs and their target proteins within the callus tissue using microarray, quantitative real-time polymerase chain reaction (qrt-PCR) and Western blot analysis.

## 2. Materials and methods

### 2.1 Animals

In the present study, 14 male and female *CD-1* mice (mean body weight: 30–40 g; age: 9–14 weeks) were used. The animals were bred at the animal facility of the Institute for Clinical and Experimental Surgery, Saarland University, Germany, and were housed at a regular 12 hour / 12 hour light and dark cycle with free access to tap water and standard pellet food (Altromin, Lage, Germany). The animals were randomly distributed to the two groups. The study was conducted in accordance with the German legislation on protection of animals and the NIH Guidelines for the Care and Use of Laboratory Animals and has been approved by the animal protection committee of the Office for Consumer Protection, Department Food Administration and Veterinary Services, Saarland, Saarbrücken, Germany (approval no. VV 53/2013).

### 2.2 Surgical procedure

To study the expression profile of miRs and their target proteins during physiological bone healing and nonunion formation, a well-established femoral osteotomy model was used [10,11]. In brief, for anesthesia the mice received an intraperitoneal injection of xylazine (25 mg / kg body weight; Rompun; Bayer, Leverkusen, Germany) and ketamine (75 mg / kg body weight; Pharmacia GmbH, Erlangen, Germany). The right knee was opened via a ~4 mm medial parapatellar incision to dislocate the patella to the lateral side. Then, a distally flattened 24 Gauge needle with a diameter of 0.55 mm was retrogradely inserted into the intramedullary canal through a 0.5 mm drill hole at the intercondylar notch. The needle served as an intramedullary pin. The needle was flattened at its distal end to prevent its dislocation during the healing process. Then, the diaphysis of the femur was laterally accessed and a custom-made clip with a length of 6 mm was ventro-dorsally implanted into the bone. Finally, an osteotomy with a gap size of 0.25 mm was performed in the union group (Union; n = 7). Previous studies could demonstrate that this gap size promotes physiological bone healing [10,12]. In the nonunion group (Nonunion; n = 7) a gap size of 1.8 mm was created. In addition, the periosteum was stripped 2 mm proximally and distally of the gap along the longitudinal axis of the femoral bone. The metallic clip inserted before creation of the gap guaranteed that the gap size was maintained. Previous studies have shown that this results in nonunion formation [11,13]. Wound closure completed the surgical procedure.

On day 7, secondary dislocation of the metallic implants was excluded by X-rays of the operated femurs. Thereafter, the mice were sacrificed by an overdose of barbiturates. Callus tissue was harvested and transferred to RNA*later* stabilization reagent (n = 4 each group; Qiagen, Hilden, Germany) at 4 °C for 3 days or protein lysis buffer (n = 3 each group). Samples were stored at -80 °C until further use.

### 2.3 Isolation of total cellular RNA including miR

The frozen specimens stored in RNA*later* stabilization reagent (Qiagen) were used for RNA extraction by means of the guanidinium thiocyanate-phenol-chloroform extraction method [14]. For this purpose, 700 μL QIAzol lysis reagent (Qiagen) were added and tissues were homogenized mechanically (Miccra-D1, Miccra GmbH, Heitersheim, Germany) for 30 seconds. After incubation for 5 minutes at room temperature, 140 μL chloroform (Carl Roth GmbH, Karlsruhe, Germany) was added and incubated for 3 minutes at room temperature. Next, the specimens were centrifuged at 4 °C at 12,000 xg for 15 minutes. The RNA-containing alcohol purified superior phase was used for processing miR with the miRNeasy Mini Kit (Qiagen) following the manufacturer’s instructions. The obtained extracts, which were purified by means of several column spin centrifugation steps, was quantified by RNA concentration measuring using the Nanodrop2000 (ThermoScientific, Thermo Fisher Scientific, Waltham, USA). RNA quality was controlled using the Bioanalyzer2100 and the Agilent Small RNA Kit (Agilent, Frankfurt, Germany). These total RNA extracts including miR were then used for the miR microarray or the qrt-PCR analyses.

### 2.4 MiR microarray

Microarray analyses were performed according to manufacturer’s instructions using SurePrint G3 8 x 60K miR microarrays (Agilent, Santa Clara, USA), as described previously [15,16]. This profiling method contained 40 replicates of each murine miR listed in miRBase at the time of investigation. In brief, a total of 100 ng total RNA was used as input to generate Cy3 labelled RNA using the Complete Labeling and Hyb Kit (Agilent) according to manufacturer’s instructions. In detail, RNA was dephosphorylated using Calf Intestinal Alkaline Phosphatase, subsequently denaturated and labelled using Cy3-pCp for 2 hours. The Cy3-labelled RNA was dried under vaccuum, resuspended in the hybridization mixture and applied to the microarray for hybridization for 20 hours at 55 °C and 20 RPM. The next day, microarrays were washed using Gene Expression Wash Buffer Kit (Agilent), air dried and then scanned using Agilent microarray scanner with 3 μm resolution in double pass mode. Raw expression values for the miRs were extracted using Agilent Feature extraction software. MiRs with significant differences in its expression and / or a mean fold change (FC) of either ≥2.0 or ≤-2.0 between the Union and Nonunion group were defined as relevant miRs. This FC threshold was chosen upon previous studies investigating miR expression during bone healing [17,18].

### 2.5 Qrt-PCR

For further qrt-PCR analyses, 4 relevant miRs were selected based upon the microarray results. These microRNAs were chosen either because of a high fold change (mmu-miR-5099), a highly significant difference (mmu-miR-3096-5p) and based upon an extensive literature research (mmu-miR-140-3p and mmu-miR-140-5p) [18–22]. To compare the expression level of the selected miRs between the two study groups, mature miR was converted into complementary DNA (cDNA). For this purpose, the miScript II RT Kit PCR System (Qiagen) was used according to the manufacturer’s instructions. In brief, polyadenylation and reverse transcription reaction were performed with a mixture of poly-(A) polymerase and reverse transcriptase, using oligo-dT primers as a one-step method. The generated cDNA served as input in the subsequent qrt-PCR using the miScript SYBR Green PCR Kit and miScript Primer assays sets (Qiagen). Quantification of cDNA and data analyses were conducted with the MiniOpticon real time PCR system as well as the CFX Manager software (BioRad, Munich, Germany). Expression of miR levels were normalized to a murine nucleolar RNA housekeeping gene (SNORD61-11 miScript Primer Assay, Qiagen). All reactions were performed in duplicates, and mean cycle quantity (Cq) values of the duplicates were used to calculate the ΔΔ Gene expression rate [Cq] for each miR compared with the housekeeping control gene in each sample.

### 2.6 Western blot

Western blot analyses were performed to study protein expression within the callus tissue. The analyses included the assessment of the expression of stromal cell-derived factor (SDF)-1α and aspartyl aminopeptidase Dnpep, which have both been reported to be regulated by miR-140 [19,23]. After saving the whole-protein fraction, proteins were separated and transferred to membranes by standard protocols. Proteins were then probed using anti-SDF-1α (sc-74271, 1:50; Santa Cruz Biotechnology, Heidelberg, Germany) and anti-Dnpep (1:50; Abcam, Cambrigde, UK) antibodies. The appropriate peroxidase-conjugated anti-IgG antibodies served as secondary antibodies (1:1500; Dako, Hamburg, Germany and 1:1000; R&D Systems, Wiesbaden, Germany). To visualize protein expression, luminol-enhanced chemiluminescence was performed after exposure of the membrane to the Intas ECL Chemocam Imager (Intas Science Imaging Instrument GmbH, Göttingen, Germany). Detected signals were normalized to β-actin signals (1:5000; Sigma-Aldrich, Taufkirchen, Germany) to correct for unequal loading.

### 2.7 Statistical analyses

For the microarray analyses, the 40 replicates of each miR from the arrays were merged to one expression value. The miR expression values were log2 transformed and quantile normalized [24] to account for inter-array effects using the statistical software R with the preprocessCore package. 

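The value table that the authors deposited could be rebuilt from the deposited scanner files to within 2.5e-06 on the log2 scale. The rebuilt values used the merged signal of each miR, or the sum of its probe signals where the miR was not detected. The values of each array were shifted to a minimum of 0.1 and quantile normalized on the linear scale, and log2 was taken last. The lowest deposited value was therefore -3.32, which is log2 of that minimum.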

All further analyses were performed on the normalized intensity values. For hierarchical cluster analysis, the Heatplus package (Bioconductor, open source) was used. The statistical analyses of the microarray results were performed only for miRs that could be detected in all samples (signal over background).

Data of qrt-PCR and Western blot analyses are given as means ± standard error of the mean (SEM). Data were first tested for normal distribution and equal variance. Comparison between the experimental groups was performed by the Student’s *t*-test. The statistical analyses for qrt-PCR and Western blot analyses were performed using the SigmaPlot software 13.0 (Systat Software, Erkrath, Germany).

A *p*-value <0.05 for all statistical analyses was considered to indicate significant differences.

## 3. Results

### 3.1 Radiological analyses

Representative X-rays showed direct contact of the bone fragments in the Union group (Fig 1A), whereas the Nonunion group presented with a persistent gap between the bone fragments (Fig 1B). As expected, none of the animals showed signs of osseous bridging at this early 7-day time point. Implant dislocations were not observed.

**Fig 1:**
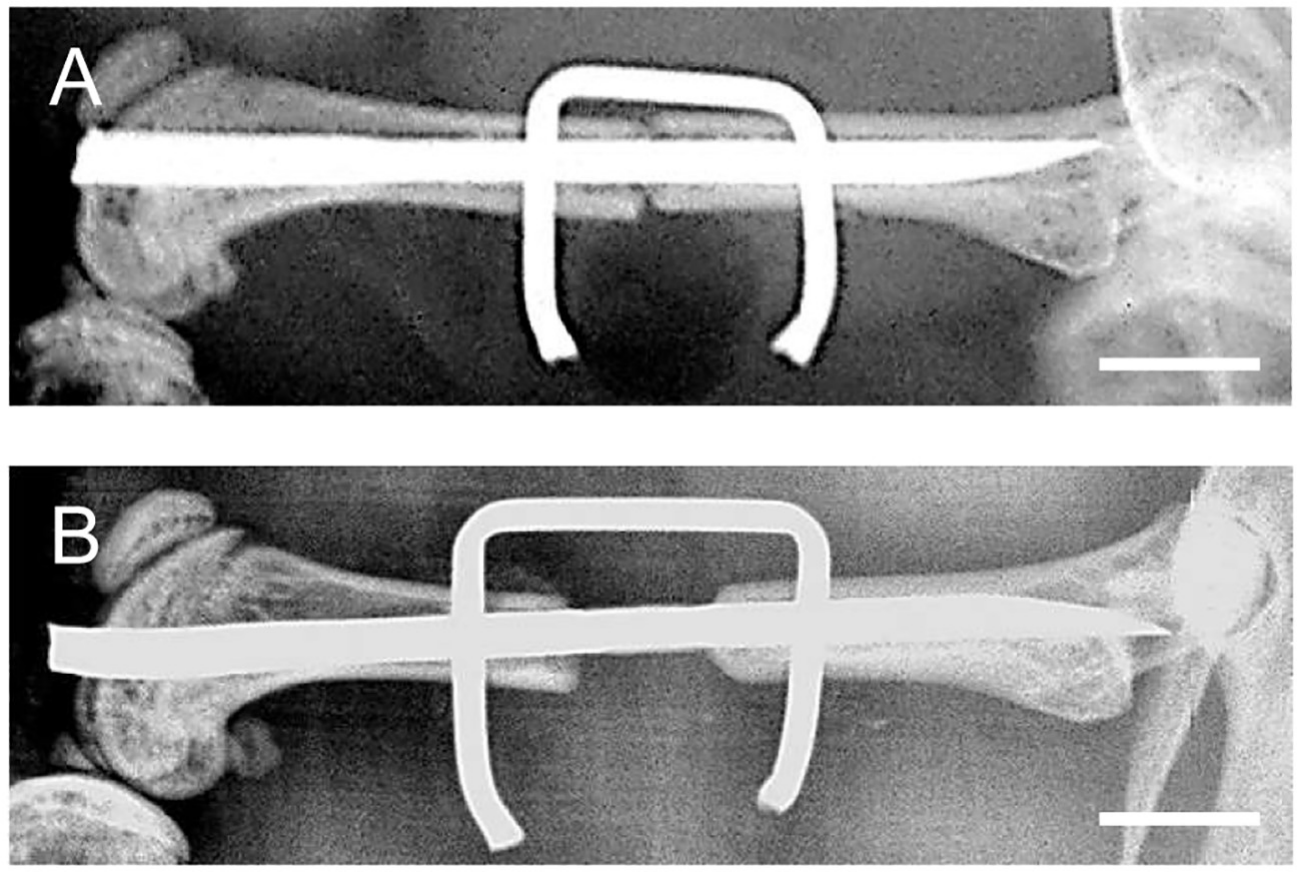
Radiological analyses of osteotomized femurs at day 7 after surgery. **A, B**: X-rays of the osteotomized mouse femurs with a segmental defect of 0.25 mm (**A**) or 1.8mm (**B**) stabilized by the ‘pin-clip’ technique at 7 days after surgery. The bone fragments in the Union group (**A**) have direct contact, whereas bone fragments of the Nonunion group (**B**) presented with a persistent gap. As expected, no radiological signs of osseous bridging can be observed at this early 7-day time point. Images do not show signs of implant dislocation. Bars represent 2 mm.

### 3.2 Microarray analyses

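Total RNA from the callus of 4 mice of the Nonunion group (P13 to P16, segmental defect of 1.8 mm) and of 4 mice of the Union group (P17 to P20, 0.25 mm) was taken 7 days after osteotomy. Each specimen was labelled with 1 dye (Cy3) and hybridized to 1 array of a single slide, which was scanned once. The arrays carried 1079 murine miRs and 57 miRs of murine viruses, each represented by 40 spots of 1 to 4 probes. The authors deposited the output of the scanner software for each array. It holds a background-corrected signal of each miR merged over its spots, a call of whether the miR was detected, and a merged signal of 0.1 where it was not. The merged signals of all murine miRs summed to between 183513 and 279269 units in the Nonunion group (median 246212) and to between 227869 and 359995 units in the Union group (median 281023). The group means, 238802 and 287478 units, were not told apart by 4 arrays against 4 (two-sided exact permutation test, p = 0.229). The net signal of the negative control spots was 52.7 ± 1.82 (SD, n = 4) on the Nonunion arrays and 47.2 ± 0.445 (SD, n = 4) on the Union arrays (two-sided exact permutation test, p = 0.0286, the smallest p that 4 arrays against 4 allow). Each group filled 1 row of the slide, so that the row and the group cannot be told apart. For the values given here, the merged signals were log2 transformed and quantile normalized over all murine miRs, in the order in which the paper's methods name these steps. Undetected miRs kept the merged signal of the software, unlike in the value table of the authors. The miRs detected on every array were then compared as Nonunion minus Union with limma (two-sided, Benjamini-Hochberg adjustment). The number of arrays limits the precision of all values.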

Using miR microarray analyses a total of 1079 murine miRs (mmu-miR) were analyzed to detect differences in the miR expression profile between the two study groups. 

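The scanner software called 310 murine miRs detected on all 8 arrays and 657 detected on none. The number of detected miRs per array ranged from 324 on P16 to 391 on P17. It was 350.5 ± 18.4 (SD, n = 4) in the Nonunion group and 373.5 ± 15.0 (SD, n = 4) in the Union group. The groups overlapped (324 to 366 against 361 to 391) and were not told apart by 4 arrays against 4 (two-sided exact permutation test, p = 0.114). All Nonunion arrays shared 318 detected miRs and all Union arrays shared 335. When 1 spot well above background was required on every array instead, 294 miRs remained. Without P16, the array with the fewest detected miRs, the number rose to 324. A total of 343 miRs were detected on all arrays of at least 1 group.

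**Figure D1:**
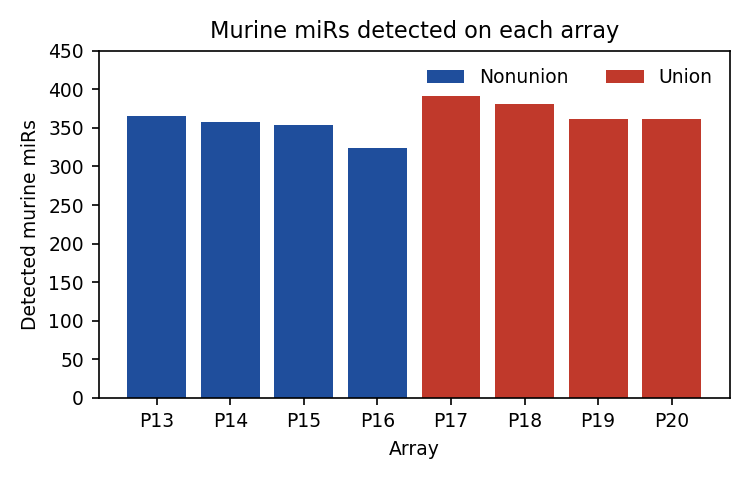
Number of murine miRs called detected by the scanner software on each array (bars, from 0), for the Nonunion group (blue) and the Union group (red). P16 has the fewest with 324 and P17 the most with 391.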

A number of 342 of these miRs could be detected in all samples and were, therefore, used for further statistical analyses. 

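The 50 murine miRs with the highest variance over the 8 arrays were chosen without regard to the groups. None of them was detected on every array, so that their variance came from miRs that were measured on some arrays and lay below detection on others. The mean Euclidean distance over these miRs was 27.0 between arrays of the Nonunion group (range 18.8 to 34.7), 28.3 between arrays of the Union group (12.2 to 36.3) and 32.6 between arrays of different groups (21.9 to 45.8). The mean distance between the groups exceeded that within the groups by 4.99, and 2 of the 35 splits of the arrays into equal groups gave an excess as large (exact permutation test, p = 0.0571). With the 100 most variable miRs the real split gave the largest excess (exact permutation test, p = 0.0286), and without P15 an excess as large as the real one was given by 8 of 35 splits (exact permutation test, p = 0.229). With complete linkage, P17 and P18 formed one of the 2 main branches, and the other 6 arrays formed the second.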

Hierarchical cluster analyses of the 50 miRs with the highest variance over all analyzed samples at 7 days after osteotomy revealed two main clusters, suggesting a typical miR pattern for each group (Fig 2). However, Euclidean distance showed proximity of two samples of the Union group (P19 and P20) to the samples of the Nonunion group at this early time point, as indicated by the dendrogram of the heatmap (Fig 2). 

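In the second branch, P19 lay nearest to P13 of the Nonunion group, at a distance of 21.9, and P20 lay nearest to P19, at 22.2. The mean distance of P19 was 26.2 to the Nonunion arrays and 28.8 to the other Union arrays. For P20 the mean distances were 30.8 and 31.2, which differ by less than the spread of the distances. P17 and P18 had mean distances of 35.2 and 38.4 to the Nonunion arrays, against 26.0 and 27.3 to the other Union arrays. In the value table of the authors, where 33 of the 50 most variable miRs were detected on every array, P19 lay nearest to P15. P17 and P18 again formed a branch of their own in that table. These 2 arrays also stayed apart from the other 6 with average linkage, with Ward linkage and without normalization.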

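Of the 310 miRs tested, 43 had an unadjusted limma p under the study's threshold, 30 of them higher and 13 lower in the Nonunion group. A mean FC of 2 or more in either direction was found for 26 miRs, of which 22 were higher and 4 were lower. Either criterion was met by 49 miRs, 35 higher and 14 lower in the Nonunion group. After adjustment over all tested miRs, 1 miR remained under 0.05, miR-3096-5p. The miRs with the smallest p among those lower in the Nonunion group were miR-3096-5p, miR-5115, miR-468-3p, miR-669n and miR-511-3p, with log2 differences between -1.37 and -0.59. In each of these the groups did not overlap. MiR-5115 fell by 1.16 on the log2 scale (SE 0.23, limma adjusted p = 0.102). Those with the smallest p among the higher ones were miR-31-5p, miR-132-3p, miR-214-5p, miR-31-3p and miR-24-1-5p, with log2 differences between 0.76 and 2.14. MiR-132-3p rose by 0.95 (SE 0.28, limma adjusted p = 0.288), and its groups did not overlap. The median log2 difference over all tested miRs was 0.15, and it was -0.10 without normalization, where 19 miRs were higher and 16 were lower by p. There the balance reversed for an FC of 2 or more, with 8 higher and 14 lower. By either criterion, 19 were higher and 22 lower without normalization. With quantile normalization over the detected miRs only, 10 higher and 7 lower miRs had an FC of 2 or more. Either criterion was then met by 21 higher and 19 lower ones. With a normexp background correction the 10 miRs named above for their smallest p kept their direction, but the differences shrank. They lay between -0.64 and -0.16 for the lower and between 0.11 and 0.78 for the higher ones. The offset of 50 in that correction draws differences of dim miRs toward 0, so that this shrinkage was in part built in. The count of 43 changed most when 1 array was left out. It was 115 without P19 and 19 without P17.

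**Figure D2:**
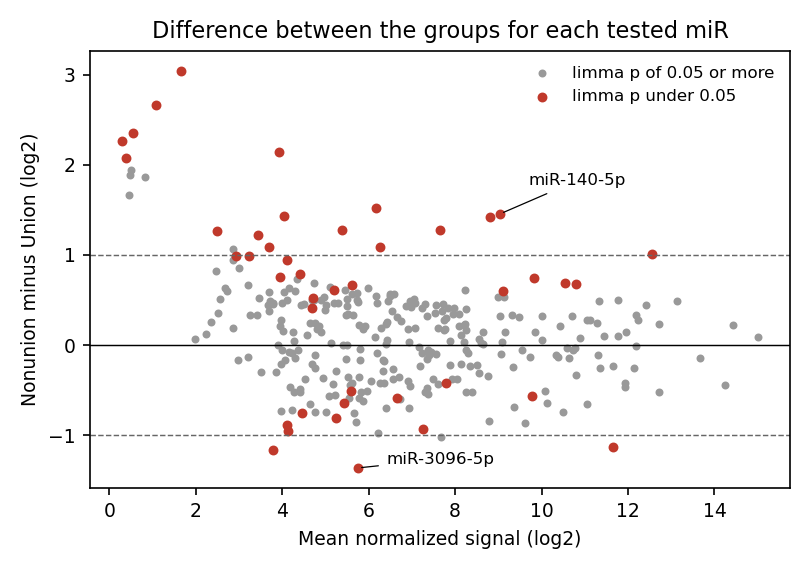
Log2 difference between the groups (Nonunion minus Union) against the mean normalized log2 signal, for the 310 tested miRs. Red points mark the 43 miRs with an unadjusted limma p under 0.05, dashed lines mark an FC of 2 in either direction, and differences above 2 occur mostly at low signal.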

Of interest, 44 of the miRs that could be detected in all samples, showed either significant differences in expression or a FC of either ≥2.0 or ≤-2.0 and were, therefore, considered to be relevant (Table 1). Only 5 miRs fulfilled both criteria. 

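In the normalized scanner values, 20 miRs met both criteria, 17 higher and 3 lower in the Nonunion group. Of these, 5 were among 13 miRs for which the normalization over all murine miRs placed at least 1 value below the lowest detected merged signal of 2.16 units, so that their FC is set in part by undetected miRs. The other 15 had no such value. With quantile normalization over the detected miRs only, 15 miRs met both criteria, 13 of them among the 20, and these 15 were 10 higher and 5 lower. Without normalization 16 met both criteria, 8 higher and 8 lower. With an equal-variance t-test in place of limma on the same values, 11 met both criteria. With unequal variances (Welch), the form behind the t-test p-values of S1 File, 7 did. The 5 miRs set in bold in Table 1 had a mean FC in the scanner values of -2.58 for miR-3096-5p, 2.88 for miR-31-5p, 4.42 for miR-31-3p, 2.74 for miR-140-5p and 2.68 for miR-140-3p. The FC of miR-31-3p depended most on the setting among these, with 2.84 after quantile normalization over the detected miRs only, 1.28 with normexp and 6.92 without P19.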

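On the arrays, miR-140-3p had a normalized log2 signal of 9.52 ± 0.93 (SD, n = 4) in the Nonunion group and 8.10 ± 0.58 (SD, n = 4) in the Union group. The log2 difference was 1.42 (SE 0.47, limma adjusted p = 0.288; two-sided exact permutation p = 0.0571). MiR-140-5p, from the other arm of the same precursor, had 9.76 ± 0.94 (SD, n = 4) and 8.31 ± 0.60 (SD, n = 4), a log2 difference of 1.46 (SE 0.48, the same adjusted p). In both arms P19 of the Union group lay above P14 of the Nonunion group. MiR-3096-5p had 5.06 ± 0.20 (SD, n = 4) in the Nonunion group and 6.43 ± 0.33 (SD, n = 4) in the Union group, and every Nonunion array lay below every Union array. Its log2 difference was -1.37 (SE 0.22, limma adjusted p = 0.0485; two-sided exact permutation p = 0.0286). MiR-5099 was detected on 7 of the 8 arrays, so that it was not among the tested miRs. Its merged signal was 352.7, 305.6 and 191.0 units on P17, P18 and P19, but 8.06 on P20. In the Nonunion group it was 8.82, 15.4 and 9.01 units on P13, P14 and P15, and miR-5099 was not detected on P16. With P16 set to the lowest detected signal of that array, or to its own signal where higher, the mean of the Union group was at least 12.1-fold higher (log2 signal 6.79 ± 2.42, SD, n = 4, against 3.19 ± 0.54, SD, n = 4; two-sided exact permutation p = 0.0857).

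**Figure D3:**
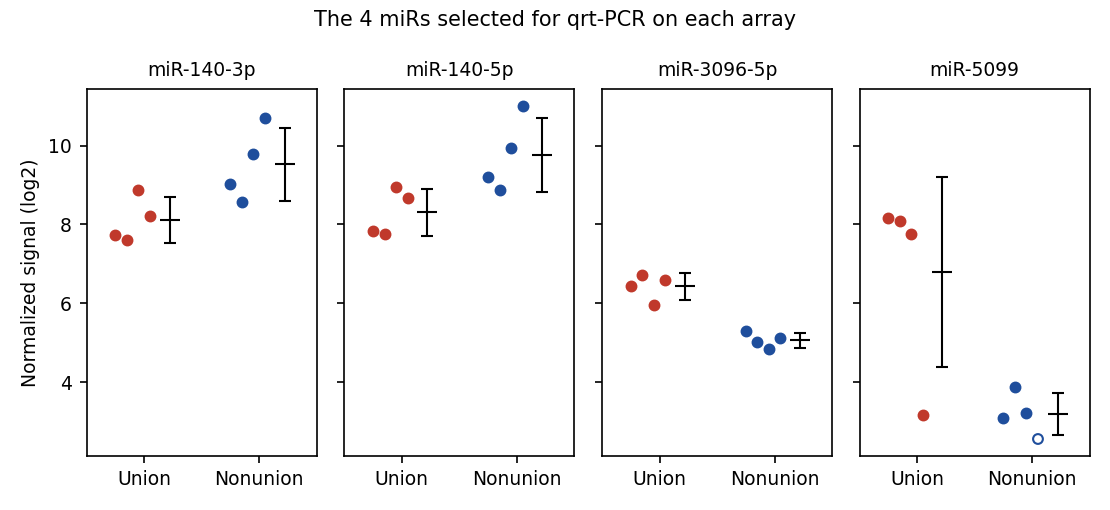
Normalized log2 signal of the 4 miRs chosen for qrt-PCR on each array of the Union group (red) and the Nonunion group (blue). Horizontal marks and bars give the mean and SD of each group, and the open circle is P16, where miR-5099 was not detected and is drawn at its bound of 2.56. P20 lies at 3.17 for miR-5099, far below the other Union arrays.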

From all relevant miRs, the miR with the highest FC (mmu-miR-5099) and three significantly different miRs (mmu-miR-140-3p, mmu-miR-140-5p, mmu-miR-3096-5p) were selected for further qrt-PCR analyses.

**Fig 2:**
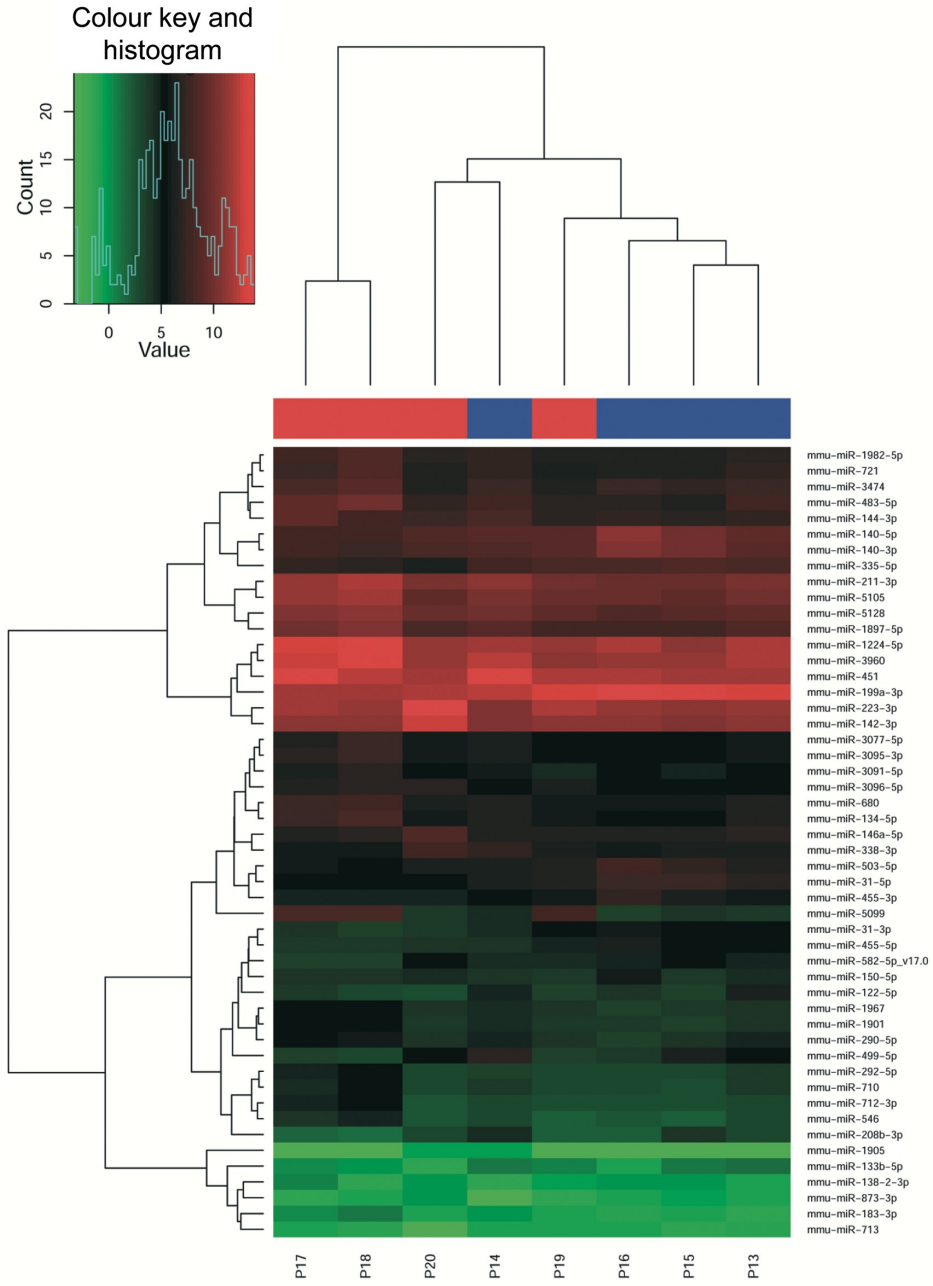
Microarray analyses of callus tissue reveals a typical miR pattern for each group. Heatmap using the 50 miRs with the highest variance over all samples analyzed at 7 days after osteotomy. Specimens (columns; P13—P20) and miRs (rows) are indicated. Color key and histogram are given. The color of the bar under the dendrogram of the hierarchical cluster analysis indicates the tissue samples which will result in union (red) or in nonunion (blue) of the osteotomy.

**Table 1:** Microarray results.

miRNA	*p*	mean FC
**mmu-miR-3096-5p**	**0,001**	**-2,34**
mmu-miR-669n	0,002	-1,48
mmu-miR-24-2-5p	0,003	1,26
mmu-miR-5115	0,004	-1,79
mmu-miR-23a-3p	0,005	1,19
mmu-miR-511-3p	0,006	-1,48
mmu-miR-10b-5p	0,013	-1,32
mmu-miR-27a-3p	0,014	1,25
mmu-miR-669l-5p	0,015	-1,40
mmu-miR-5118	0,016	-1,89
mmu-miR-468-3p	0,016	-1,67
mmu-miR-132-3p	0,016	1,60
mmu-miR-24-1-5p	0,016	1,45
mmu-miR-351-5p	0,016	1,39
mmu-miR-342-5p	0,018	1,14
mmu-miR-32-3p	0,019	-1,59
mmu-miR-674-5p	0,021	1,23
**mmu-miR-31-5p**	**0,022**	**2,64**
mmu-miR-3099-3p	0,023	-1,75
mmu-miR-615-3p	0,024	1,32
mmu-miR-5107	0,026	-1,37
mmu-miR-214-5p	0,027	1,65
mmu-miR-181d-5p	0,031	1,60
**mmu-miR-31-3p**	**0,033**	**2,39**
mmu-miR-466i-5p	0,037	-1,48
mmu-let-7a-1-3p	0,039	1,17
mmu-miR-99b-3p	0,039	1,25
mmu-miR-199b-5p	0,041	1,60
mmu-miR-3470a	0,041	-1,86
mmu-miR-335-3p	0,042	1,62
mmu-miR-181b-5p	0,044	1,51
mmu-miR-3069-3p	0,047	1,23
mmu-miR-1196-5p	0,048	-1,30
mmu-miR-374c-5p	0,048	1,23
**mmu-miR-140-5p**	**0,048**	**2,70**
**mmu-miR-140-3p**	**0,049**	**2,63**
mmu-miR-5099	0,054	-8,83
mmu-miR-199a-3p	0,056	2,06
mmu-miR-335-5p	0,064	2,33
mmu-miR-455-3p	0,065	2,18
mmu-miR-503-5p	0,068	2,01
mmu-miR-455-5p	0,087	2,03
mmu-miR-223-3p	0,133	-2,22
mmu-miR-483-5p	0,291	-2,01

Overview of miRs with either significant differences and / or FC of ≥2 or ≤-2 between the groups Union and Nonunion. 

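Of the 44 miRs of the table, which the paper gives as 27 higher and 17 lower in the Nonunion group, 37 were detected on every array. All 37 had the direction of the table in the normalized scanner values. Of these, 30 had an unadjusted limma p under the study's threshold, 20 had an FC of 2 or more, and 32 met either criterion. Some of the 20 fell below an FC of 2 with quantile normalization over the detected miRs only. Their log2 differences were then 0.58 for miR-351-5p, 0.20 for miR-674-5p, 0.03 for let-7a-1-3p, 0.36 for miR-99b-3p, 0.82 for miR-214-5p and 0.76 for miR-181d-5p. That of miR-342-5p was -0.07, against the direction of the table. MiR-468-3p instead came to an FC over 2, with -1.17. The other 7 miRs of the table were not detected on at least 1 array.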

MiRs fulfilling both criteria are highlighted.

### 3.3 Qrt-PCR analyses

In the Nonunion group, qrt-PCR analyses of the selected miRs from the microarray analyses revealed a lower ΔΔ Gene expression rate for the miRs mmu-miR-140-3p and mmu-miR-140-5p (Fig 3A and 3B). Thus, the microarray results for these miRs could be validated, suggesting a higher expression of mmu-miR-140-3p and mmu-miR-140-5p within the callus tissue of nonunions. In contrast, qrt-PCR for the miRs mmu-miR-3096-5p and mmu-miR-5099 could not show significant differences in ΔΔ Gene expression rate (Fig 3C and 3D). This, in turn, indicates that mmu-miR-3096-5p and mmu-miR-5099 do not contribute substantially to nonunion formation.

**Fig 3:**
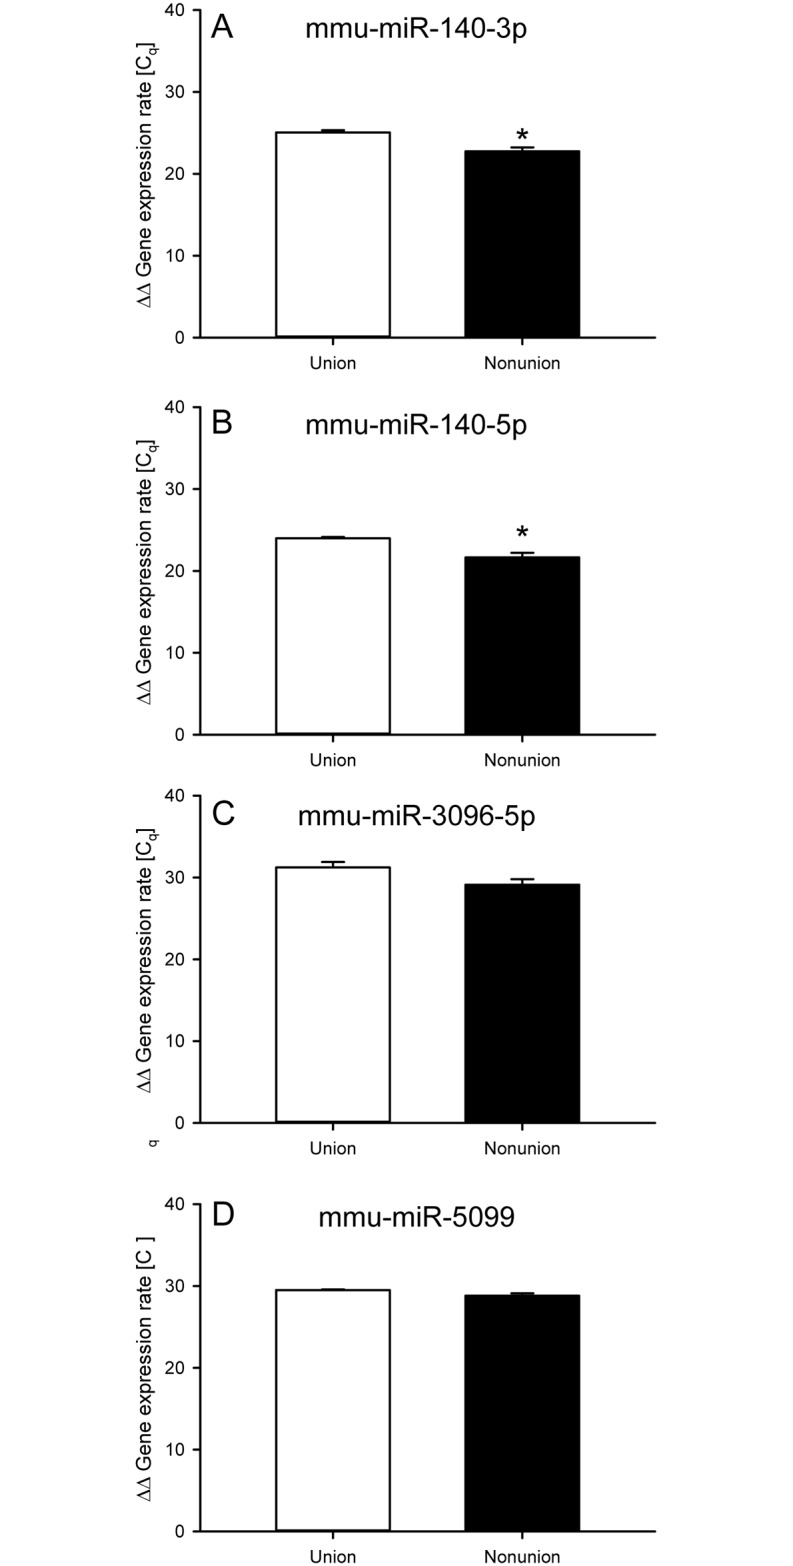
qrt-PCR analyses of callus tissue confirms different expression levels for miR-140-3p and miR-140-5p. **A-D:** ΔΔ Gene expression rate after qrt-PCR analyses of mmu-miR-140-3p (**A**), mmu-miR-140-5p (**B**), mmu-miR-3096-5p (**C**) and mmu-miR-5099 (**D**) at 7 days after surgery within the callus of the Union group (white bars; *n* = 4) and the Nonunion group (black bars; *n* = 4). Mean ± SEM; *p <0.05 vs. Union.

### 3.4 Western blot analyses

Western blotting of SDF-1α within callus tissue showed a markedly lower expression in the Nonunion group compared to the Union group (Fig 4A and 4B). In addition, the expression of Dnpep was significantly lower in the Nonunion group (Fig 4A and 4C).

**Fig 4:**
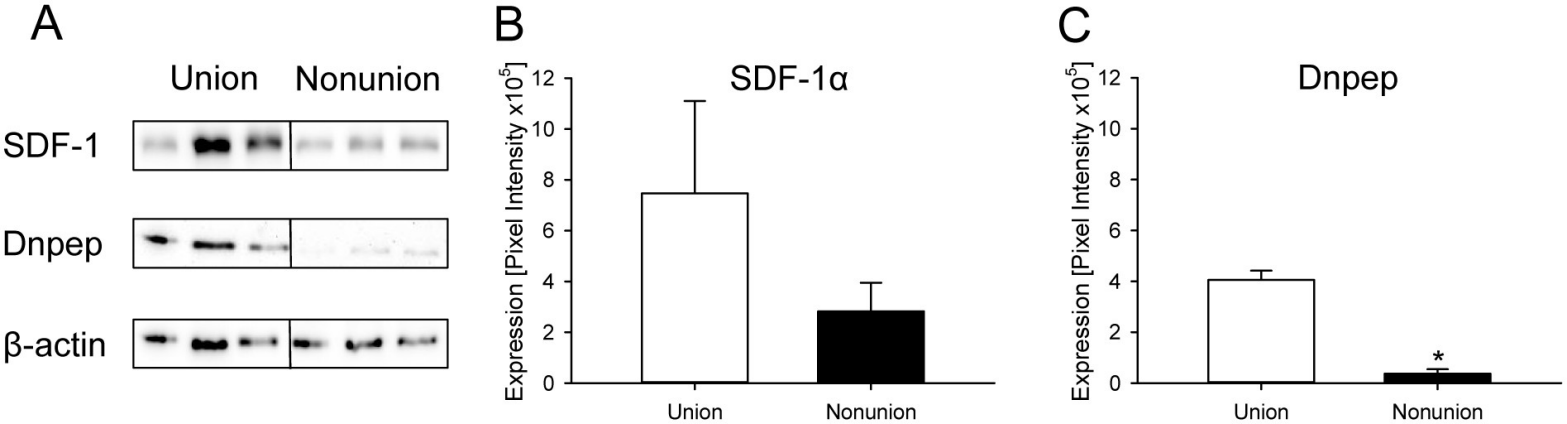
Western blot analyses of callus tissue shows different expression levels for target proteins of miR-140. **A:** Representative Western blots of SDF-1α, Dnpep, and β-actin expression within the callus tissue of the Union group and the Nonunion group at 7 days after osteotomy. **B, C:** Quantitative analysis of the expression of SDF-1α (**B**) and Dnpep (**C**) within the callus tissue of the Union group (white bars; *n* = 3) and the Nonunion group (black bars; *n* = 3) at 7 days after osteotomy. Mean ± SEM; *p < 0.05 vs. Union.

## 4. Discussion

The present study indicates different expression patterns of miRs in callus tissue of nonunions compared to physiologically healing bones after osteotomy in mice. A total of 44 miRs were identified, which may be relevant for the bone healing process in mice. Nonunions revealed a higher expression level of mmu-miR-140-3p and mmu-miR-140-5p. This was associated with lower expression levels of SDF-1α and Dnpep, which are known to be target proteins of miR-140. These novel data suggest that the expression of mmu-miR-140-3p and mmu-miR-140-5p markedly contributes to the development of nonunions.

The process of bone healing represents a well-orchestrated series of biological events in vivo. Lately, a number of different bone healing models have been established to investigate the different mechanisms and molecular pathways of bone healing [25]. Each of these bone healing models shows differences in the grade of invasivity, complexity of the surgical procedure, mode of fracture and type of fracture model [25]. In the present study the ‘pin-clip’ model was used. This is an established bone defect model that enables the induction of physiological bone healing as well as nonunion formation by creating different gap sizes via the lateral approach. Although the healing response is known to result in either bone healing or nonunion formation, this response is only dependent on the different gap size and periosteum stripping, but not on other factors such as e.g. injury to the surrounding soft tissue. This makes the ‘pin-clip’ model a standardized bone healing model that allows the assessment of both, physiological bone healing and non-union formation. Besides, the cost for the use of this model are relatively low, especially when compared to the LockingMouseNail, which also allows the study of physiological healing and non-union formation in the mouse femur [25]. Therefore, we felt that using the ‘pin-clip’ model was suitable for the purpose of the present study.

The expression of miRs and proteins within the callus tissue was assessed at day 7 after osteotomy. At this early time point it cannot be seen if the osteotomy with the respective gap size will result in union or nonunion. However, a number of previous studies using this bone defect model has shown that a gap size of 1.8 mm with additional periosteum stripping results in nonunion formation, if the bone defect is not treated with angiogenic or osteogenic growth factors [11,13,26]. It is well known that during nonunion formation the callus composition changes markedly. While fully established nonunions after 70 days exhibit mainly fibrous tissue within the osteotomy gap, healing bones at this time point contain predominantly osseous tissue [11]. We are aware that in the present study fully established nonunions might have revealed more defined miR expression patterns compared to physiologically healing bones. However, at this late time point the differences in callus composition would have progressed much further. Given the fact that miR expression profiles are tissue-specific [27], we selected an early time point of the regeneration process in order to study a tissue composition which is comparable between the two groups. It is possible that tissue harvesting at even earlier time points than day 7 postoperatively may have revealed an even more comparable tissue composition. However, pilot studies have shown a very fragile callus especially in the Nonunion group before day 7, bearing the risk of non-standardized callus tissue harvesting.

In the course of murine bone healing the selected time point of 7 days represents the second phase of endochondral ossification. This is associated with the recruitment of fibroblasts, immune cells and stem cells, which all contribute to soft callus formation [12,28]. Therefore, the results of the Union group represent the expression pattern of miRs during the second phase of endochondral ossification in mice.

Of interest, remarkable differences in miR expression were observed between the two groups already at the early 7-day time point chosen. The Nonunion group exhibited a number of differently expressed miRs, as indicated by the microarray results. In fact, some of these miRs have been reported to be associated with bone formation and chondrogenesis, such as miR-181d, miR-140, miR-27a, miR-31, miR-214, miR-199 and miR-483 [29]. These findings indicate that the development of nonunions is not associated with a different expression of a single miR, but rather results from a distinct expression pattern of a variety of miRs.

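MiR-181d-5p was higher in the Nonunion group by 1.22 on the log2 scale (SE 0.41, limma adjusted p = 0.288), and its partner arm was detected on no array. MiR-27a-3p was higher by 0.32 (SE 0.17, limma adjusted p = 0.378). The 4 Nonunion arrays lay above the 4 Union arrays for this miR, between 10.75 and 10.98 against 10.41 and 10.69. MiR-31-5p and miR-31-3p were higher by 1.52 (SE 0.43) and 2.14 (SE 0.69). MiR-214-5p was higher by 1.09 (SE 0.34) and miR-214-3p by 0.75 (SE 0.30). Of the miR-199 family, miR-199a-3p was higher by 1.01 (SE 0.38), miR-199a-5p by 0.69 (SE 0.28) and miR-199b-5p by 0.68 (SE 0.26). With a normexp background correction, the differences of miR-181d-5p and miR-214-5p fell to 0.12 each, and those of miR-31-5p and miR-31-3p to 0.78 and 0.35, while those of miR-27a-3p, miR-214-3p and the miR-199 arms changed by less than 0.1. The offset of 50 in that correction draws differences of dim miRs toward 0, so that this shrinkage cannot tell a weak difference from the offset. None of the main differences was under 0.05 after adjustment, and among these higher miRs the groups did not overlap only for miR-27a-3p. P19 lay among the Nonunion arrays for the arms of miR-31, miR-214 and miR-199, and P17 lay above P13 for miR-181d-5p. In the RefSeq annotation of GRCm38.p6, Mir214 and Mir199a-2 both lie within Dnm3os, while Mir199a-1 lies within Dnm2 and Mir199b within Dnm1. MiR-483-5p was lower by a log2 difference of -1.03 (SE 0.71, limma adjusted p = 0.387), which ranged from -1.56 without P19 to -0.47 without P18. MiR-483-3p differed by 0.11 (SE 0.32), a difference that turned to -0.14 without normalization. From the miRs of its microarray results, the paper reasons that the development of nonunions is not tied to a single miR and results instead from an expression pattern of a variety of miRs.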

Of interest, other miRs have also been reported to affect bone healing such as miR-29b [30]. Accordingly, application of miR-29b at 2 and 3 weeks after surgery improved bone repair [30]. However, in the present study no significant differences for this miR could be observed between the two study groups at day 7 after surgery. Therefore, particular miRs may be expressed at different stages throughout the healing process. This is in line with previous studies that revealed different expression levels for specific miRs during fracture healing in rats [18]. Thus, the expression of miRs over the time course of healing appears to be rather a dynamic process than a rigid pattern that is maintained throughout the entire regeneration process.

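On the arrays, the normalized log2 signal of miR-29b-3p was 10.58 ± 0.30 (SD, n = 4) in the Nonunion group and 10.72 ± 0.21 (SD, n = 4) in the Union group. The difference of -0.14 was within the spread between arrays (two-sided exact permutation test, p = 0.486). With 1 array left out it ranged from -0.25 to -0.0048. MiR-29b-1-5p lay near the detection limit, with 2.02 ± 0.62 (SD, n = 4) and 1.95 ± 0.97 (SD, n = 4) (two-sided exact permutation test, p = 0.886), and its difference of 0.07 changed sign with the normalization. It was -0.63 with quantile normalization over the detected miRs only. MiR-29b-2-5p was detected on no array.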

At 7 days after surgery both mmu-miR-140-3p and mmu-miR-140-5p revealed a significant difference between the two groups and showed a FC of >2.0. This difference could be validated by qrt-PCR. Thus, both forms of mmu-miR-140 seem to influence the healing process at this stage. 

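The log2 difference of miR-140-5p was 1.33 without normalization and ranged from 1.02 to 1.76 when 1 array was left out. That of miR-140-3p ranged from 1.02 to 1.74. Leaving out P16, the array with the highest signal of both arms (10.69 and 11.01), gave the lowest value for each. In the 18 alternatives tried, both arms kept an unadjusted limma p under the study's threshold and a difference of at least 1.02. Both other filters could not change the difference, and setting signals under 1 to 1 left it the same. In the main values the limma adjusted p of both arms was 0.288.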

In fact, miR-140-3p has previously been reported to negatively regulate the inflammatory signaling of nuclear factor-κB (NF-κB) and thereby acts as an antagonist to tumor necrosis factor (TNF)-α signalling [18,20,21]. Because inflammation and recruitment of inflammatory cells during this phase of bone healing is physiological, the increased levels of miR-140-3p in the Nonunion group of the present study may have contributed to the impaired healing by downregulating the inflammatory response.

Mmu-miR-140-5p has been reported to be abundantly expressed in cartilage tissue [22]. As demonstrated by Nakamura et al. [19], knockout of miR-140-5p results in defects during endochondral bone development. This effect is due to accelerated chondrocyte differentiation and, accordingly, an increased initial mineralization of various bones in miR-140-null mice [18,19]. While loss of miR-140-5p results in abnormalities during endochondral bone growth, it may be speculated that low miR-140-5p levels are beneficial for the healing process of injured bone, because the healing may benefit from the acceleration of chondrocyte differentiation and the increase of mineralization. Of interest, the results of the present study demonstrate an upregulation of miR-140-5p in animals of the Nonunion group. Accordingly, over-expression of miR-140-5p in these animals may contribute to an impairment of bone healing.

The increased levels of miR-140 were associated with a decreased expression of the proteins SDF-1α and Dnpep in animals of the Nonunion group compared to animals of the Union group. These proteins are known to be target proteins of miR-140 and have been reported to have key roles in the bone healing process [19,23]. SDF-1α, also known as CXC group of chemokine ligand 12 (Cxcl12), plays an important role in tissue repair in various organs. During bone healing, SDF-1α is indispensable for the biological effect of bone morphogenetic protein (BMP)-2 [31–33]. BMP-2 in turn has been shown to promote differentiation of mesenchymal stem cells into osteogenic lineages and has promoted bone repair in previous studies [13,34]. Accordingly, it may be speculated that nonunion formation may be due to an indirect inhibitory effect on BMP-2 through the downregulation of SDF-1α by miR-140.

Dnpep is known to antagonize the biological effect of BMP-2 [19]. In the present study, increased levels of miR-140 were associated with a reduced expression of Dnpep. We are aware that this association does by no means prove a causative relationship between changes of the miR-140 abundance and the reduced levels of Dnpep. The decrease of Dnpep may be interpreted as a physiological counter response to the reduced BMP-2 effect caused by the SDF-1α reduction. However, the indirect stimulation of BMP-2 by the decreased Dnpep expression in nonunions may not be sufficient to outweigh the inhibitory effect on SDF-1α.

We are aware that many other molecules and mechanisms, apart from miR-140, may potentially contribute to the process of nonunion formation and that the impact of increased miR-140 on non-union formation through decreased SDF-1α and Dnpep expression has to be investigated in more detail in further studies, using miR-140-5p-null mice, anti-miR-140-5p, and as control Mimics for miR-140-5p. Nonetheless, the present study describes for the first time an association between changes of miR-140 levels and changes of the levels of proteins Dnpep and SDF-1α as potentially contributing factors in the process of nonunion formation, which may open the door for novel treatment strategies.

The present study demonstrates that miR-140 plays a major role in the early stages of bone healing, however, the relevance of other miRs was not validated. Microarray results of miR-3096-5p and miR-5099 were examined by qrt-PCR and could not identify a relevant impact on bone healing. However, it cannot be excluded that other miRs may interfere with the actions of miR-140 and may also contribute to the process of bone healing.

## 5. Conclusions

In conclusion, the present study demonstrates different miR expression patterns for nonunions compared to physiological bone healing in mice during the early stage of bone healing. The present data further highlight a role of miR-140 in nonunion formation, most likely by inhibiting the inflammatory response and, indirectly, modulating the biological effect of BMP-2. Accordingly, further studies may elucidate whether a manipulation of miR-140 expression is effective in the prevention or treatment of nonunion formation.

## Supporting information

S1 File Results of microarray analyses. The microarray data of this publication have been deposited in NCBI’s Gene Expression Omnibus [35] and are accessible through GEO Series accession number GSE133243 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE133243).
(XLS) Click here for additional data file.

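S1 File lists 342 miRs. All of them were detected on every array of at least 1 group, 309 were detected on all 8 arrays, and 33 were not detected on at least 1 array. MiR-3963 was the only miR detected on every array of at least 1 group that the file does not list. From the deposited value table, the p-values of its t-test column were recomputed with unequal variances (Welch) to within 5.0e-07, and those of its limma column to within 5.0e-07. With equal variances the largest difference was 0.0475. In the values of the file, 37 miRs had a t-test p under 0.05, 13 had an FC of 2 or more, 45 met either criterion and 5 met both. Table 1 lists 44 of the 45, and the remaining one, miR-677-3p, had a p of 0.0498 in the file. The smallest adjusted p was 0.299 for the t-test and 0.0325 for limma, where 52 miRs had an unadjusted p under 0.05 and 1 an adjusted p under 0.05.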

How the deposited data were processed for this re-analysis (not part of the article)

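Callus RNA of 8 mice, 4 of the Nonunion group (P13 to P16) and 4 of the Union group (P17 to P20), was measured on the 8 arrays of 1 slide. The authors extracted the signals with Agilent Feature Extraction 10.10.1.1 and deposited its output for each array, with signal intensity values per spot on a linear scale after background correction, a signal of each miR merged over its 40 spots, and detection calls. They also deposited a table of log2 values, which could be rebuilt from the scanner files as a quantile normalization on the linear scale followed by log2. Detection calls, signal errors and flags of outlier spots were taken as the software gave them. The specimen numbers and groups were taken from the sample labels and from Fig 2.

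For the main values, the merged signals of the 1079 murine miRs were log2 transformed and quantile normalized over all of them, and the 310 miRs detected on all arrays were compared. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1 read the files, R 4.3.3 with limma 3.58.1 fitted the models, and matplotlib 3.10.9 drew the figures. Differences are Nonunion minus Union on the log2 scale from lmFit and eBayes, two-sided, with Benjamini-Hochberg adjustment over the tested miRs. An FC is 2 to the power of this difference. For a single value, all 70 arrangements of the arrays were permuted, and the smallest two-sided p that this allows is 0.0286. Clustering used the 50 most variable murine miRs, Euclidean distance and complete linkage. The paper's text does not name the linkage. The design, the alternatives and the tissue lists were written before the data were examined, when Fig 2, Table 1 and S1 File had been read.

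The miRs named in the text are the 4 chosen for qrt-PCR, those set in bold in Table 1, the arms of the miRs that the paper names from its microarray results, the 5 higher and the 5 lower in the Nonunion group with the smallest limma p, and the members of the tissue lists. MiR-3963, miR-677-3p, the viral miRs and the miRs whose FC differed from that of Table 1 were named after their values were seen. The lists were skeletal muscle (miR-1a-3p, miR-133a-3p, miR-133b-3p, miR-206-3p, miR-208b-3p, miR-499-5p), red blood cells (miR-451, both arms of miR-144, miR-486-5p), myeloid cells and leukocytes (both arms of miR-223 and miR-142) and cartilage (both arms of miR-140 and miR-455). The mean log2 signal of the members detected on all arrays was compared between the groups, and camera served as a second test. The side of the threshold of a single miR was judged by an unadjusted limma p of 0.05, the threshold of the study.

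The alternatives were other normalizations (the 75th percentile over the detected miRs or over all murine miRs, none, or quantile normalization over the detected miRs only), the processed signals of the spots averaged, a normexp background correction with an offset of 50, other filters on dim miRs, signals under 1 set to 1, the authors' value table, another test, and leaving out each array in turn. The files hold no mean spot signal, so that normexp was run on the median spot signal with the median background. Its offset draws the differences of dim miRs toward 0 whatever their cause. Averages of the processed signal at or below 0 were set to 0.1, which concerned 4429 values of single miRs on single arrays. A block for slide, scan or position was not fitted, because there was 1 slide and 1 scan and each row of the slide held 1 group. The groups share no specimen numbers, so that no pairing was fitted.

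The fit was tested on simulated data made from the shuffled signals of 310 miRs, with 30 miRs changed in each of 20 runs. It recovered 40.5% of the miRs changed by 1 on the log2 scale, 79.0% of those changed by 2 and 93.5% of those changed by 3 at an adjusted p under 0.05, and 6.99% of its calls were unchanged miRs. With no miR changed, 4.82% had an unadjusted p under 0.05. No depth can be given for arrays, and their number limits the precision. A merged signal below detection is a floor and not a measurement. The qrt-PCR and Western blot data were not analysed here. The RefSeq table used for neighbouring genes is that of GRCm38.p6, another assembly than that of the array design, so that no coordinates are given.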

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

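The tests of explanations in this part were chosen only after the results had been seen. Dixon's ratio was computed for 88 groups of 4 arrays, over the named miRs, the tissue lists and the quality measures. It exceeded its critical value for 4 values at the 0.05 level in 10 groups. Chance flags about 1 in 20 groups, or 4.4 of 88. Of the 10, 4 concerned P19, 4 concerned P20 and 2 concerned P16.

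P19 lay apart from the other Union arrays in miR-214-3p (10.22 against 9.18 to 9.26), miR-214-5p (3.96 against 2.76 to 2.94), miR-199a-5p (10.92 against 9.87 to 10.01) and miR-511-3p (6.68 against 7.01 to 7.07), in normalized log2 signal. In the arms of miR-214 and in miR-199a-5p it lay among the Nonunion arrays, and in miR-511-3p it lay between the groups. When P19 was left out, 115 miRs had an unadjusted limma p under 0.05, and in 107 of these, or 93.0%, P19 lay nearer the Nonunion mean than the Union mean. For P14 of the Nonunion group this test gave 30 of 49 miRs nearer the Union mean. Among the 35 splits of the 8 arrays into equal groups, the one that exchanges P14 and P19 gave the most miRs with an unadjusted limma p under 0.05, 132 against 43 for the groups as labelled, and 18 against 1 after adjustment. In that split the groups did not overlap in 66 miRs, against 12 as labelled, where chance gives 2.86% of the 310 miRs, or 8.86. An exchange of P14 and P19 may explain these values, but the split was found by looking through all 35. Another candidate explanation is that the callus of both groups is still alike at this early time point. The split also follows the first principal component of the detected miRs, which held 66.9% of the variance. On it P16, P15, P19 and P13 lay between -10.9 and -2.50, and P20, P14, P17 and P18 between -0.78 and 14.9. A difference between animals or in the amount or quality of RNA along this component could give the split without an exchange. P19 lay on the side of the Union arrays for miR-3096-5p (5.96 against at most 5.30 in the Nonunion group) and for miR-5099, as did P14 for the Nonunion group. These are single miRs chosen for their difference between the groups as labelled, and they exclude nothing. These explanations cannot be told apart, since no measure that identifies an animal was analysed here.

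P20 lay above the other Union arrays in miR-142-3p (12.77 against 10.88 to 10.98), miR-142-5p (9.39 against 7.55 to 7.81) and the mean of the myeloid and leukocyte list (12.00 against 10.01 to 10.16). The quantile normalization removes a brightness common to all miRs beforehand, so that the lists cannot test it. P20 was not the brightest Union array, with a summed signal of 266519 units against 359995 on P17, 295527 on P18 and 227869 on P19. The skeletal muscle list was not raised on P20 (13.10, the lowest of the Union arrays), so that the rise was not shared by all lists. All 3 members of the list detected on every array were highest on P20, by at least 1.24 on the log2 scale over the next array. A larger share of leukocytes in this callus may explain it, as a hypothesis, since the list and the array were looked at together. MiR-223-3p and miR-142-3p, with merged signals of 12898 and 6822 units on P20, had the highest signals of the members, which does not rank their abundance.

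MiR-5099 had a normalized log2 signal of 3.17 on P20, against 7.75 to 8.17 on the other Union arrays. Both of its probes were lower on P20 than on each of the other Union arrays (2 of 2 probes), which speaks against a defect of single spots. A wrong group label of P20 is not settled. Of the 49 miRs with an unadjusted limma p under 0.05 without P20, 51.0% lay nearer the Union mean on P20 and the others lay nearer the Nonunion mean. Variation between animals stays open and was not tested.

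P16 lay below the other Nonunion arrays in miR-133b-3p (12.91 against 13.83) and in miR-483-3p (3.99 against 4.77 to 4.91). The 3 other arrays share 1 value of miR-133b-3p because it had the same rank on each, and quantile normalization then gives the same value, so that its ratio reached its maximum. All 4 detected members of the muscle list were lowest on P16 of the 8 arrays, and the list mean was 12.33 on P16 against 13.36 to 13.61 on the other Nonunion arrays. P16 was the dimmest array. The quantile normalization removes a loss of brightness common to all miRs beforehand, so that the lists cannot test it. The cartilage list was higher on P16 (8.69) than on any other array (at most 7.74), so that the low signal was not shared by all lists. Less muscle in this callus may explain the low muscle list, as a hypothesis from 4 of 4 members. For miR-483-3p no explanation was tested.

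The arrays also carry 57 viral miRs, on which the paper does not report. Of these, 5 were detected on all 8 arrays, 4 of murine cytomegalovirus and 1 of murine gammaherpesvirus. This is 8.77% of the viral miRs, against 28.7% of the murine miRs. The brightest of them, mcmv-miR-M23-1-5p, had a merged signal of 78.5 ± 10.8 (SD, n = 4) units in the Nonunion group and 85.1 ± 19.3 (SD, n = 4) in the Union group. The brightest viral miR exceeded 150 of the murine miRs detected on every array in mean signal. An infection of the mice and the binding of other RNA to the probes cannot be told apart, since there was no array of an animal known to be free of these viruses, and 1 of 28 gammaherpesvirus miRs detected on all arrays is too few to judge by. The partner arm of this miR, mghv-miR-M1-2-5p, was detected on all 4 Union arrays (4.47 to 19.4 units) and on no Nonunion array. This difference was looked at only after the values were seen, and it goes with the row of the slide as well as with the group.

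MiR-3963, which S1 File does not list, was detected on all 8 arrays and was the brightest murine miR on 7 of them. Its merged signal was 31671 ± 3081 (SD, n = 4) units in the Nonunion group and 35873 ± 5652 (SD, n = 4) in the Union group. No explanation was tested for its absence from the file or for its level, and a technical source of the signal was not excluded.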

How the results depend on the processing

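The alternatives were set before the data were examined, except for the authors' value table with the filter of S1 File, with limma or with the Welch test, which were chosen only after the data had been seen. Where a value changed, the cause was not tested unless it is given.

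The number of miRs detected on all arrays stayed between 294 and 324 in all 10 alternatives. The number of Union arrays clustered with the Nonunion arrays was 2 in all 11 alternatives that kept the 8 arrays, and ranged from 1 to 3 when 1 array was left out (1 without P19 or P20, 3 without P18). The exact permutation p of the separation was 0.0286 with the 100 most variable miRs and with signals under 1 set to 1, and stayed at or above 0.05 in the other 7 alternatives that kept all arrays. It ranged from 0.0286 (without P17 and without P19) to 0.229 (without P15).

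The 1 miR with an adjusted limma p under 0.05, miR-3096-5p, became 0 with the 75th percentile over all murine miRs, without normalization and with normexp, where 42, 35 and 38 miRs had an unadjusted p under 0.05. It also became 0 with the equal-variance t-test (33 miRs by unadjusted p) and with the Welch test (23), and 0 in the authors' value table with the filter of S1 File and the Welch test (37). It became 2 with quantile normalization over the detected miRs only and with no filter, and 3 with miRs detected on all arrays of at least 1 group. With these 2 filters, miRs at the floor on some of the arrays enter the test. When 1 array was left out it ranged from 0 to 12, and was 12 only without P19. The smallest adjusted p ranged over the alternatives from 0.000103 to 0.327.

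Of the counts by unadjusted p, 14 of 15 alternatives that kept all arrays stayed within 1.5 times of 43, the exception being the Welch test. When 1 array was left out, the count ranged from 19 (without P17) to 115 (without P19). The number of miRs with an FC of 2 or more was 14 with the 75th percentile over the detected miRs, 13 over all murine miRs, 17 with quantile normalization over the detected miRs only, 3 with normexp, 12 in the authors' value table and 13 there with the filter of S1 File, with limma and with the Welch test. Quantile normalization over all murine miRs lowers the dimmest detected miRs on arrays with more detected miRs, and 10 of the 26 are such miRs, of which 1 stays at an FC of 2 or more when only the detected miRs are normalized. With miRs detected in 1 group the number was 55 and with no filter 108, because miRs at the floor on some arrays enter. The 657 miRs detected on no array have no spread, and the latter test covered 422 miRs. When 1 array was left out it ranged from 23 to 49 (without P19). Relevant miRs numbered 76 with miRs detected on all arrays of at least 1 group, 126 with no filter, and 28 (without P15) to 125 (without P19) when 1 array was left out.

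The miRs meeting both criteria, 20 in the main values, were 13 with the 75th percentile over the detected miRs and over all murine miRs, 3 with normexp, 33 with no filter, 11 in the authors' value table and with the equal-variance t-test, 7 with the Welch test, and 12 (limma) or 5 (Welch test) in the authors' value table with the filter of S1 File. When 1 array was left out they ranged from 11 (without P16) to 39 (without P19). The share of higher miRs among those with an unadjusted p under 0.05 was 69.8% in the main values, 54.3% without normalization (19 higher, 16 lower) and 55.3% with quantile normalization over the detected miRs only (21 higher, 17 lower). Without normalization the miRs with an FC of 2 or more were 8 higher and 14 lower. The normexp test and the fit without P17 covered 309 miRs, because miR-3963 was the brightest on every array and quantile normalization made it constant.

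The cartilage list stayed higher in the Nonunion group in all 13 alternatives, by 0.98 to 1.75 when 1 array was left out. The myeloid and leukocyte list stayed lower, with differences from -0.25 (without P20) to -0.90 (without P18, exact permutation p = 0.0286). When 1 array was left out, the skeletal muscle list ranged from -0.32 to 0.13 and changed sign without P16, and the red blood cell list ranged from -0.58 to 0.18 and changed sign without P17. Without normalization the skeletal muscle list differed by -0.48. No other alternative changed the side of the threshold or the sign of a list.

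Of the named miRs, 317 of the 342 values of alternatives that kept all arrays stayed on the same side of the threshold with the same sign, 13 were no longer under it, 4 came under it and 8 changed sign. Both other filters left the difference of each miR tested in the main values as it was, and could change only its p. With 1 array left out, 222 of 273 values stayed, 33 were no longer under it, 3 came under it and 15 changed sign. MiR-29b-1-5p changed sign with the 75th percentile over the detected miRs (-0.24) and over all murine miRs (-0.22), without normalization (-0.46), with quantile normalization over the detected miRs only (-0.63) and in the authors' value table (-0.0836), and ranged from -0.24 to 0.54 with 1 array left out. MiR-483-3p changed sign without normalization (-0.14) and with quantile normalization over the detected miRs only (-0.0149), and ranged from -0.0542 to 0.32 with 1 array left out. MiR-133b-3p changed sign with normexp (0.0299), and with 1 array left out ranged from -0.33 to 0.0909. With 1 array left out, miR-451 ranged from -0.38 to 0.31, miR-144-3p from -0.74 to 0.0274, miR-144-5p from -0.63 to 0.22 and miR-142-5p from -0.58 to 0.0556. A block for slide, scan or position was not run, since there was 1 slide and 1 scan and each group filled 1 row of the slide. Signal over background limits miRs such as miR-29b-1-5p, which lie near the lowest detected signal.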

Differences from the paper's values

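No test in this part was chosen only after the result was seen, apart from the setting named as such. The paper gives 5 miRs that met both criteria, and 20 were found here. Of the alternatives set before the data were examined, the Welch test, with 7, was not more than 1.5 times from the paper's value. The other 20 were, among them quantile normalization over the detected miRs only (15), the authors' value table (11), the equal-variance t-test (11) and normexp (3). The authors' value table with the filter of S1 File and the Welch test gave 5 and was chosen after seeing the values.

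A mean FC was taken to differ from the paper's when the distance on the log2 scale exceeded the SD between arrays in the same setting. Where quantile normalization over all murine miRs placed a value of the miR below the lowest detected signal, it was also taken to differ when 1 FC was more than 1.5 times the other. For 5 dim miRs the paper's mean FC was smaller than the one found here. The paper's values were 1.39 for miR-351-5p, 1.14 for miR-342-5p, 1.23 for miR-674-5p, 1.17 for let-7a-1-3p and 1.25 for miR-99b-3p, and those found here were 6.37, 4.21, 5.13, 3.85 and 4.81. In the authors' value table and with the 75th percentile over the detected miRs, all 5 did not differ from the paper's value, nor did they with the 75th percentile over all murine miRs, except miR-674-5p. Without normalization, all but miR-342-5p did not differ. With quantile normalization over the detected miRs only, miR-351-5p, miR-674-5p and miR-99b-3p did not differ. The other alternatives, which were the averaged processed signals, normexp, both other filters, signals under 1 set to 1 and all fits with 1 array left out, did differ from the paper's value.

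The paper's mean FC of miR-5115 was -1.79, and -2.24 was found here. With the averaged processed signals, the authors' value table, and without P16, P19 or P20, the value did not differ from the paper's by more than the SD. The same holds for the 75th percentile over all murine miRs, but only because the SD was larger, since its value of -2.31 was farther from the paper's. With the other 12 alternatives it did differ.

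The paper states that the miRs it tested were detected in all samples. Of the 342 miRs in S1 File, 309 were called detected on all 8 arrays by the scanner software. The filter that keeps miRs detected on all arrays of at least 1 group gave 343. Of the 44 miRs in Table 1, 7 were not detected on at least 1 array, among them miR-5099.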

Other observations

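The tissue lists with their permutation and camera tests were fixed before the deposited values were seen, but after Table 1 and S1 File, which list miR-140 and miR-455, had been read. The fits without normalization and with normexp were set at the same time. The other tests in this part were chosen only after the result was seen.

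Chance cannot be excluded for the counts of miRs that differ between the groups. Among the 35 splits of the 8 arrays into equal groups, 2 gave as many miRs under an adjusted limma p of 0.05 as the real split, which is counted among them. As many miRs under an unadjusted p of 0.05, with an FC of 2 or more, meeting either criterion and meeting both criteria were each given by 5 splits. In the 4 splits that gave more miRs by unadjusted p, P15 and P16 lay with P19, P20 or both, against P17 and P18.

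The 4 tissue lists gave the following log2 differences. The skeletal muscle list (4 of 6 members detected on all arrays) differed by -0.17 (two-sided exact permutation p = 0.800), the red blood cell list (3 of 4 members) by -0.25 (two-sided exact permutation p = 0.629) and the myeloid and leukocyte list (3 of 4) by -0.72 (two-sided exact permutation p = 0.143). The cartilage list (4 of 4) was higher in the Nonunion group by 1.40 (7.51 ± 0.94 against 6.11 ± 0.60, SD, n = 4 each; two-sided exact permutation p = 0.0571, and 0.229 after Benjamini-Hochberg adjustment over the 4 lists). All 4 of its members were higher. The camera test with its preset correlation gave an adjusted p of 0.0121 for cartilage, but this call was lost when the correlation between members was estimated from the data, and fry kept it only before adjustment. The study picked 2 of the 4 members, the miR-140 arms, from these arrays. All members counted here were expressed in callus of both groups.

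MiR-140 was higher in the Nonunion group. Array brightness does not account for this, since the log2 difference of miR-140-5p was 1.46 after quantile normalization, which gives all arrays the same distribution, and the Nonunion arrays were not the brighter ones (mean summed signal of 238802 units against 287478). Scaling by the normalization does not account for it, since the difference was 1.33 without normalization. A shift common to all probes from the position on the slide does not account for it either, since the median log2 difference over the miRs detected on every array was -0.10 without normalization. An effect of the slide row on single probes stays open. A larger share of cartilage in the Nonunion callus at day 7 is a candidate explanation. The arms of miR-455, the other members of the cartilage list, were higher in the Nonunion group by 1.36 in the mean (5.38 ± 0.96 against 4.02 ± 0.63, SD, n = 4 each; two-sided exact permutation p = 0.0571), near the 1.44 of the miR-140 arms. With normexp, the dimmer miR-455-3p and miR-455-5p were higher by 0.47 and 0.33, and miR-140-3p and miR-140-5p by 1.19 and 1.35. The offset of that correction draws the differences of dimmer miRs more strongly toward 0. Regulation of miR-140 within cells of the same kind was not tested and stays open. In the RefSeq annotation of GRCm38.p6, Mir140 lies within Wwp2 and Mir455 within Col27a1.

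P17 and P18 of the Union group lay apart from the other 6 arrays. Since none of the 50 most variable miRs was detected on every array, this could have come from miRs near the limit of detection. To test this, only the brighter 155 of the miRs detected on every array were clustered, with merged signals of at least 32.8 units, against a lowest detected signal of 2.16, and normalized without the undetected miRs. P17 and P18 still formed a branch of their own, with the other 2 Union arrays in the branch of the Nonunion arrays, so that miRs near the limit of detection are not needed for it. The first principal component of the detected miRs held 66.9% of the variance, with 12.1 for P17 and 14.9 for P18 and values between -10.9 and -0.14 for the other arrays. P17 and P18 also had the most detected miRs, so that the amount or quality of RNA stays open, beside a biological difference between animals.

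Of the miRs with an unadjusted limma p under 0.05, 30 were higher and 13 lower in the Nonunion group. The other arm of the precursor was on the array for 25 of the higher miRs and was detected on every array for 16 of these. It was on the array for 5 of the lower miRs and was detected on every array for none (two-sided Fisher's exact test, p = 0.0140). A candidate explanation is that some of the lower miRs reflect other RNA that binds the probe. The test cannot settle this, because miRs with well-established precursors such as miR-223-3p are among the 5 and because dim partner arms fall below detection. It also counts arms as independent. Both arms of miR-31, miR-140, miR-455, miR-214 and miR-199a are among the higher miRs, each as the partner of the other, so that the p may be too small. Over the 43 precursors with both arms detected on every array, the arms went in the same direction in 34.

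The negative control spots were brighter on the Nonunion arrays, each of which lay in the first row of the slide (two-sided exact permutation p = 0.0286). Slide row and group cannot be told apart, since each group filled 1 row. The Nonunion arrays ranged from 51.2 to 55.0 units and the Union arrays from 46.9 to 47.9.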
